A study of Homo sapiens with 28 samples. Its data were reported in "Substrate stiffness dictates unique paths towards proliferative arrest in WI-38 cells" (2025).

How the data were processed

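The samples were wild-type WI-38 cells, a human fetal lung fibroblast line with a limited replicative lifespan. They were cultured on collagen-coated substrates of 5 stiffnesses and harvested at up to 3 time points. Per the labels, the substrates had elastic moduli of 2.3 gigapascals (GPa), 6.6, 0.7 and 0.4 megapascals (MPa), and 2 kilopascals (kPa). The study describes the 2.3 GPa substrate as tissue culture plastic and the others as polydimethylsiloxane (PDMS), a silicone gel, made in-house for the 3 MPa substrates and bought ready-made for the 2 kPa substrate. Every substrate was sampled at time points 1 and 2, and every substrate except 2 kPa at time point 3. This gave 14 groups of 2 libraries, 28 in all. The labels number the time points without giving days, so the same number need not mean the same culture age or the same number of population doublings on each substrate.

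The authors lysed the cells on the plates and made polyA-selected, strand-specific libraries, which were sequenced on an Illumina instrument. They aligned the reads to the human genome (hg38) with STAR and assigned them to genes with HTSeq-count. The deposited table held unnormalized read counts, 1 column per library and 1 line per gene symbol, and its values were checked to be whole numbers. The annotation release and the strand setting used for the counting were not stated. Where genes overlap on opposite strands, reads of the neighbor could therefore be present in a gene's count. The table had 58096 lines with 56303 distinct symbols. Counts on the 2089 lines with a repeated symbol were kept as separate genes. Gene positions are those of GENCODE release 44 on hg38, matched by symbol.

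Total counts per library ranged from 24341791 to 38891499. A floor of 3 counts, the upper 95% limit that a count of 0 allows, corresponded to 0.0744 to 0.132 CPM (the usual read count scaled to library depth), depending on the library. Reads amplified by PCR without molecular identifiers are not independent molecules, so this floor covers counting error only. Fold changes against a group whose libraries were all at or under the floor are given as bounds.

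Counts were analyzed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3. Genes were filtered with filterByExpr by group, which left 17924 genes, 61 of them with a repeated symbol. Library sizes were scaled by the trimmed mean of M values (TMM). A quasi-likelihood (QL) model with 1 coefficient per group was fitted to all 28 libraries, so that the 14 groups shared the estimate of the spread between libraries. Its prior degrees of freedom were 49.5. Contrasts were tested with the edgeR QL test, which is two-sided. P values were adjusted by the Benjamini-Hochberg method over all genes of a contrast, with a threshold of 0.05. Normalized counts are TMM-scaled CPM, given as the mean and the standard deviation (SD) of the 2 libraries of a group. Principal components were computed on log2 CPM with a prior count of 2 for the 500 most variable genes.

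The comparisons were time point 2 or 3 against time point 1 on each substrate, each PDMS substrate against plastic at the same time point, 6.6 MPa against 0.4 MPa at each time point, and the difference between the change over time on a PDMS substrate and that on plastic (an interaction contrast). A gene set changed over time on a substrate was called its program and was read on the other substrates as the share of genes moving in the same direction, with 95% Wilson intervals. Each substrate had its own time point 1 libraries, so shares read between substrates had no control in common. Comparisons of PDMS substrates with plastic did share their plastic libraries. The correlation that this sharing gives alone was obtained from 20 simulated data sets in which no gene differed between substrates. These simulations held the spread between libraries and no spread between cultures.

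Gene lists were tested with camera at a preset inter-gene correlation of 0.01, two-sided and adjusted over 10 lists and 20 contrasts, 200 tests in all. Epithelial-to-mesenchymal transition (EMT) genes and the SenMayo senescence list came from the study's supplement, which takes them from earlier work. S phase and G2/M phase markers were those distributed with Seurat. Lists of YAP pathway targets, myofibroblast markers, cholesterol synthesis genes, hypoxia genes, interferon-stimulated genes and p53 targets were compiled from general knowledge. The lists had 436 members, of which 410 were tested. The EMT list shares members with the SenMayo, YAP, myofibroblast and p53 lists, the SenMayo list with the YAP, hypoxia and p53 lists, and the YAP list with the p53 list, so these results are not independent of each other. Differences in list changes between PDMS and plastic were tested in the same way after the data had been seen, over 40 tests. An 11th list of 15 immediate early genes was compiled after the values of the JUN and FOS genes had been seen. A panel of 24 genes, mostly ones that the study discusses for its other time course, was also fixed, with proliferation markers and TERT as a check of the wild-type label. The study also shows JUNB and the EMT genes in these samples. Named genes were the panel genes and, for 5 contrasts, the 3 largest rises and the 3 largest falls among genes past the threshold with a mean of at least 5 CPM and a symbol that is not that of an uncharacterized transcript. The groups, the tests, these 10 lists, the panel, the naming rule and the alternatives were fixed before the data were examined.

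Whether the 2 libraries of a group came from separate cultures was not stated. The libraries of each pair were therefore compared by a chi-square test over genes with a summed count of at least 20. In addition, the counts of each pair were summed and the 4 substrates with a time point 3 were treated as the replicates, 4 summed cultures at time point 1 against 4 at time point 3, in a separate edgeR QL fit of 17002 genes.

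The steps were tested on simulated data with known changes. The edgeR QL fit recovered 176 of 200 changed genes (88%) with 5 false calls among 17924 genes. The interaction contrast recovered 155 of 200 (77.5%) with 7 false calls, and a contrast without changes gave 0 calls. The fit of summed cultures recovered 191 of 200 (95.5%) with 8 false calls. Its simulated changes were 1 or 2 on the log2 scale. Those of the first fit also included 0.5, where 41 of 57 were recovered. The shares of the fits are therefore not alike, and changes under 1 were not simulated for summed cultures. A simulated pair that differed by counting noise alone gave a chi-square per degree of freedom of 1.

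Alternatives were DESeq2 size factors, library size alone, no filter, the replicate number as a block, the DESeq2 Wald test (version 1.42.0), a test against a 1.5-fold change (glmTreat), a fit of the 4 compared libraries alone, a program limited to 2-fold changes, leaving out the S and G2/M phase lists, camera with an estimated correlation, fry, time point 1 on plastic as the baseline of the EMT list, substrate as a block, and leaving out a replicate or a substrate. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. No library was left out.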

Results

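RNA-sequencing measured transcript levels in wild-type WI-38 fibroblasts on plastic (2.3 GPa), on PDMS of 6.6 MPa, 0.7 MPa and 0.4 MPa, and on soft PDMS (2 kPa). Plastic and the MPa substrates contributed 3 time points and the 2 kPa substrate contributed 2, with 2 libraries in each of the 14 groups. Total counts ranged from 24341791 to 38891499 per library, and TMM factors from 0.927 to 1.041. Mitochondrial transcripts took 4.25% to 7.85% of the counts. TERT, the telomerase gene on chromosome 5 (hg38 positions 1253147 to 1295068), had 0 counts in all 28 libraries, which allows at most 0.0744 to 0.132 CPM at these depths.

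The spread between the 2 libraries of a group sets the error of every comparison made between groups. The chi-square per degree of freedom of the 14 pairs ranged from 3.27 to 3.98 with a median of 3.44, where counting noise alone gives 1. Its median over pairs was 3.04 for genes with mean counts from 10 to 30 and 3.44 for genes with mean counts from 1000 to 3000. Among genes with mean counts of at least 3000 the median was 4.51, and the highest pair, 0.7 MPa at time point 2, went from 2.9 in the lowest of these bins to 7.42. The common biological coefficient of variation was 5.01% between libraries of a group and 17.1% between summed cultures on different substrates at the same time point. The latter includes any effect of the substrate. Tests between libraries therefore describe these 14 groups of material, and whether they extend to further cultures is addressed by the summed cultures alone.

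**Figure D1:**
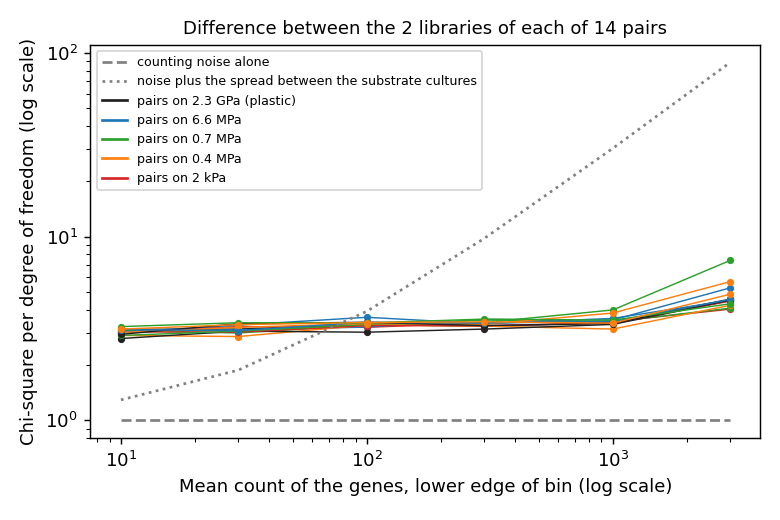
Chi-square per degree of freedom between the 2 libraries of a group (vertical axis, log scale) against the mean count of the genes (horizontal axis, log scale, lower edge of the bin), 1 line per pair, colored by substrate. The dashed line marks counting noise alone and the dotted line noise plus the spread between substrate cultures; the medians of the 14 pairs run from 3.04 to 4.51.

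Principal component analysis described how the libraries fell. The first component held 50.3% of the variance of the 500 most variable genes, the second 12% and the next 7.74%. With all 17924 genes the first component held 25.7%. Time point 1 libraries lay between -19.5 and -14.7 on the first component. At time point 3, plastic libraries lay at 8.27 and 8.88, and libraries of the MPa substrates between 31.2 and 44.8. At time point 2, libraries of the 2 kPa substrate lay at 30.5 and 32.3 on the second component, where no other library exceeded 11.8.

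**Figure D2:**
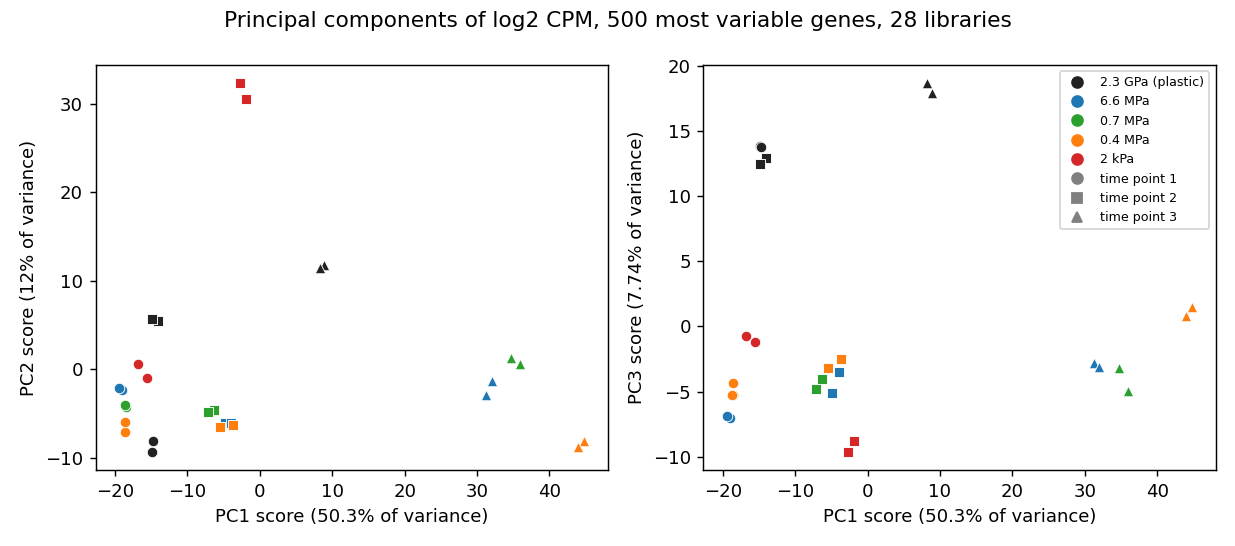
Scores of the 28 libraries on the first 3 principal components of log2 CPM (arbitrary units), computed on the 500 most variable genes. Colors stand for substrates and symbols for time points; the 2 kPa libraries at time point 2 lie at 30.5 and 32.3 on the second component.

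How expression changed during culture on each substrate was addressed by comparing later time points with time point 1 of the same substrate. By time point 2, 2155 of 17924 genes had changed on plastic (1255 higher, 900 lower; edgeR QL test, Benjamini-Hochberg adjusted p under the threshold). The counts were 3923 on 6.6 MPa (2213 higher, 1710 lower), 2643 on 0.7 MPa (1570 higher, 1073 lower) and 2861 on 0.4 MPa (1466 higher, 1395 lower). On 2 kPa, 6112 genes had changed (3041 higher, 3071 lower). By time point 3, the counts were 5023 on plastic (2719 higher, 2304 lower), 7083 on 6.6 MPa (3673 higher, 3410 lower), 7380 on 0.7 MPa (3745 higher, 3635 lower) and 7875 on 0.4 MPa (3977 higher, 3898 lower). The alternative that moved these counts most was a test against a 1.5-fold change, which passed 88 genes on plastic at time point 2, and 661 on plastic and 2097 on 0.4 MPa at time point 3. With library sizes alone, most changed genes at time point 3 were lower (2003 higher and 3213 lower on plastic, 2854 higher and 5394 lower on 0.4 MPa). The median absolute log2 fold change of the called genes was 0.38 on plastic and 0.54 on 0.4 MPa at time point 3, and 0.42 on 2 kPa at time point 2.

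**Figure D3:**
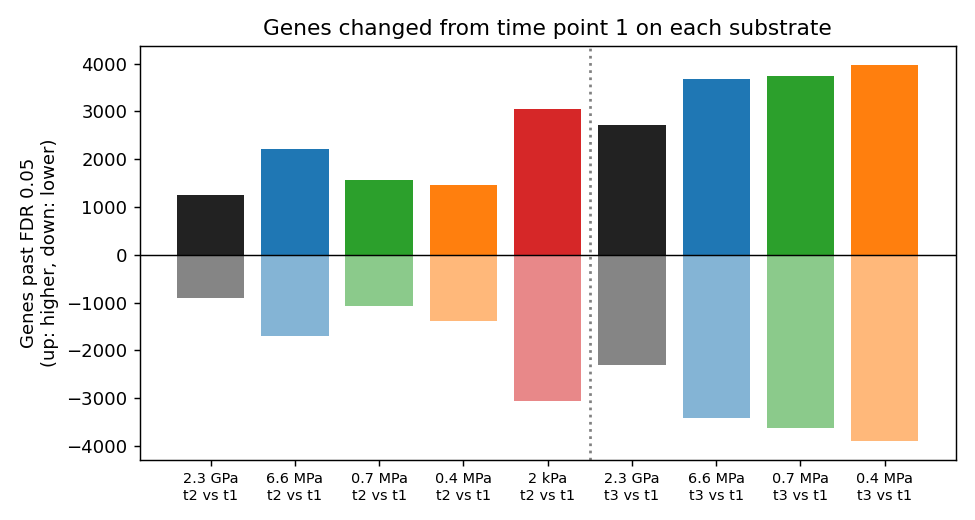
Number of genes past the adjusted p threshold (vertical axis) that were higher (upward bars) or lower (downward bars) than at time point 1 of the same substrate, for each substrate and time point (horizontal axis). The largest count at time point 2 was on 2 kPa, 3041 genes higher and 3071 lower.

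On plastic at time point 3, the largest rises were those of ARRDC4, TXNIP and SCG2, with log2 fold changes of 3.66, 3.17 and 3.15. ARRDC4 (chromosome 15, 97960703 to 97973833) went from 5.56 ± 0.201 to 70.4 ± 3.14 normalized CPM (SD, n = 2 libraries each), with an edgeR QL adjusted p of 2.07e-42 and both later libraries above both earlier ones. The largest falls were those of A2M, FOSB and NDN, by -4.97, -4.05 and -2.97. A2M (chromosome 12, 9067664 to 9116229) went from 35.1 ± 2.29 to 1.12 ± 0.183 CPM (SD, n = 2). On 0.4 MPa, A2M moved in the other direction, from 17.5 ± 0.752 to 87 ± 0.288 CPM (SD, n = 2). A2M overlaps the antisense gene A2M-AS1, whose reads may be in its count.

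On 0.4 MPa at time point 3, C3, DHRS3 and OLR1 rose most, with log2 fold changes of 8.27, 5.39 and 5.34, and VGF, BUB1 and NUF2 fell most, by -5.62, -4.66 and -4.63. C3 (chromosome 19, 6677704 to 6730562) went from 0.467 ± 0.0476 to 146.0 ± 5.03 CPM (SD, n = 2; edgeR QL adjusted p of 7.97e-45). On plastic, C3, whose locus GPR108 overlaps, was at 1.15 ± 0.0518 and 2.13 ± 0.441 CPM at the same time points (SD, n = 2).

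On 2 kPa at time point 2, KYNU, MMP3 and SLC16A6 rose most, with log2 fold changes of 3.69, 3.59 and 3.45. KYNU (chromosome 2, 142877657 to 143055833) went from 4.97 ± 1.37 to 64.2 ± 2.07 CPM (SD, n = 2; edgeR QL adjusted p of 1.35e-31). SLC16A6 overlaps ARSG on the opposite strand. ADH1B fell from 16.5 ± 0.331 CPM (SD, n = 2) to the floor of detection and was at least 153-fold lower. COL14A1 and RASL12 fell by -6.25 and -5.35. COL14A1 (chromosome 8, 120059780 to 120373573) went from 40 ± 1.74 to 0.523 ± 0.587 CPM (SD, n = 2), where the SD at time point 2 exceeded the mean.

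Whether the changes were shared between substrates was asked by reading a program in other substrates. Of the 5023 genes of the plastic program at time point 3, 81.3% moved in the same direction on 6.6 MPa (95% Wilson interval 80.2% to 82.3%), 82.4% on 0.7 MPa (81.3% to 83.4%) and 74.7% on 0.4 MPa (73.5% to 75.9%). On 2 kPa at time point 2 the share was 77.1% (75.9% to 78.2%). Genes without a shared change give 50%. Ratios of the median absolute log2 fold change there to that on plastic were 1.05, 1.13, 1.13 and 0.809. Spearman correlations of the log2 fold changes across genes were 0.66, 0.701, 0.57 and 0.588, and Pearson correlations 0.558, 0.586, 0.499 and 0.508. Genes are not independent replicates, so the intervals and correlations describe the genes and carry no p value. Limiting the program to 2-fold changes moved the share on 2 kPa most, to 80.5%.

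The program of 0.4 MPa (7875 genes) moved in the same direction on plastic for 70.8% of its genes, with a ratio of 0.41. Of these genes, 2928 were also called in the same direction on plastic and 725 in the opposite direction. The program of 2 kPa (6112 genes) moved in the same direction on plastic for 70.7% at time point 2 and 75.3% at time point 3. On 0.4 MPa it did so for 51.2% at time point 2 (95% Wilson interval 49.9% to 52.4%) and 61.1% at time point 3. At time point 2, 977 of these genes were called in the same direction on 0.4 MPa and 864 in the opposite direction, and the Spearman correlation across genes was 0.105.

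Whether PDMS and plastic differed was tested at each time point. At time point 1, 3885 genes differed from plastic on 6.6 MPa, 3815 on 0.7 MPa, 3565 on 0.4 MPa and 3236 on 2 kPa (edgeR QL test, Benjamini-Hochberg adjusted). At time point 2 the counts were 2993, 2637, 2815 and 6544, and at time point 3 they were 4142, 4557 and 5840 on the MPa substrates. Library sizes alone moved these counts most, to 4896 on 6.6 MPa at time point 3. At time point 1, 935 genes were higher and 785 lower on all 4 PDMS substrates. Spearman correlations across genes between the differences from plastic on any pair of PDMS substrates ranged from 0.585 to 0.65 at time point 1, where the shared plastic libraries alone gave 0.429 in simulated data. At time point 2, pairs of MPa substrates gave 0.618 to 0.639 and pairs of an MPa substrate with 2 kPa gave 0.219 to 0.275. No simulated value is available for time point 2.

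Differences from plastic at separate time points share no libraries. Of the genes that differed at time point 1, 54.6% had a difference of the same sign at time point 3 on 6.6 MPa, 54.6% on 0.7 MPa and 42.7% on 0.4 MPa, whether or not it passed the threshold. It passed with the same sign for 27%, 29.6% and 24.2%. The Spearman correlations across genes were 0.175, 0.207 and -0.115. From time point 2 to 3 the shares with the same sign were 78.1%, 79.9% and 81.1%. From time point 1 to 2 the shares were 59.4%, 74.1% and 64.9% on 6.6 MPa, 0.7 MPa and 0.4 MPa, and 81.5% on 2 kPa. Between 6.6 and 0.4 MPa, PDMS that the authors cast with mixing proportions and oven times varied by stiffness, 1012 genes differed at time point 1 (371 higher and 641 lower on 6.6 MPa), 413 at time point 2 and 2635 at time point 3. The DESeq2 Wald test moved these most, to 524 at time point 2.

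Whether the change over time itself differed from that on plastic was tested with interaction contrasts. The change from time point 1 to 2 differed on 2 kPa for 3522 genes (1590 higher, 1932 lower; edgeR QL test, Benjamini-Hochberg adjusted). The change from time point 1 to 3 differed for 3948 genes on 6.6 MPa (1999 higher, 1949 lower), 4057 on 0.7 MPa (1937 higher, 2120 lower) and 5320 on 0.4 MPa (2543 higher, 2777 lower). Against a 1.5-fold difference the counts were 390, 565, 577 and 1165, of which 44.1%, 72.6%, 67.1% and 58.8% were higher. With library sizes alone, 36.2%, 41.1%, 39.6% and 38.4% of the differing genes were higher, so the balance depended on the test and the scaling. On 2 kPa, TMOD1, KYNU and SLC16A6 had the largest positive differences, 3.37, 2.80 and 2.39 on the log2 scale. PPL and RASL12 had negative differences of -4.74 and -4.40, and ADH1B, at the floor on 2 kPa, also ranked among the 3 largest. PPL (chromosome 16, 4882507 to 4960741, overlapped by SEC14L5) fell from 18.7 ± 0.457 to 0.700 ± 0.275 CPM on 2 kPa and was at 24.2 ± 0.257 and 24.5 ± 0.392 CPM on plastic (SD, n = 2).

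Gene lists addressed whether known programs moved together. The EMT list (86 genes tested) rose by time point 3 on plastic, with a median log2 fold change of 0.29 (59 genes higher, 9 lower; camera adjusted p of 5.04e-19). On 6.6 MPa, 0.7 MPa and 0.4 MPa its median was 0.84, 0.86 and 0.81, with 77, 74 and 75 genes called higher. The difference from the change on plastic had medians of 0.53, 0.54 and 0.49 and camera adjusted p values of 1.18e-24, 1.49e-26 and 4.08e-17. On 2 kPa at time point 2 the median was 0.26 (54 higher, 21 lower; camera adjusted p of 2.94e-08). At time point 2 it was 0.06 on plastic, where camera did not pass the threshold (adjusted p of 0.156), and 0.19, 0.19 and 0.14 on the MPa substrates. Whether these differed from plastic at time point 2 was tested on 2 kPa alone (difference 0.24, camera adjusted p of 9.1e-08). The EMT list was lower on PDMS than on plastic at time point 1, by medians of -0.17, -0.13, -0.13 and -0.18 on 6.6, 0.7, 0.4 MPa and 2 kPa. Against time point 1 on plastic, the time point 2 medians were -0.0022 on 6.6 MPa, 0.04 on 0.7 MPa, 0.016 on 0.4 MPa and 0.099 on 2 kPa, none of which passed the camera threshold, while those at time point 3 were 0.67, 0.71 and 0.70.

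**Figure D4:**
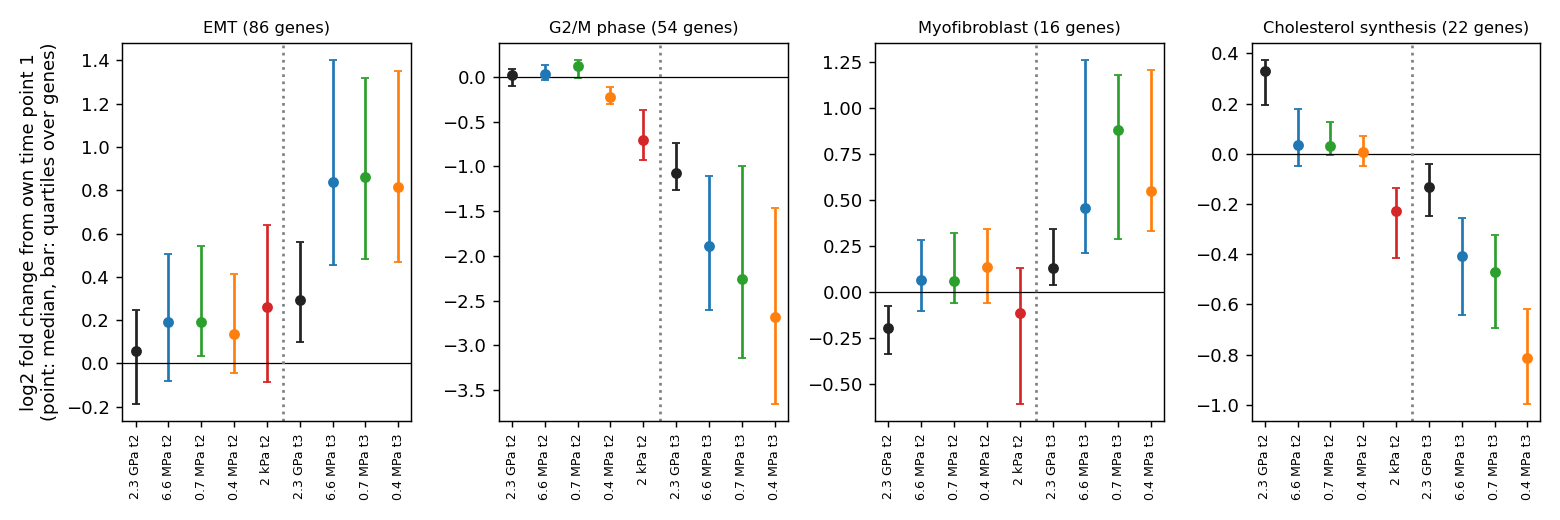
Log2 fold change from time point 1 of the same substrate (vertical axes) for genes of the EMT, G2/M phase, myofibroblast and cholesterol synthesis lists, by substrate and time point (horizontal axes). Points are medians over genes and bars span the quartiles over genes; the G2/M medians at time point 3 run from -1.07 on plastic to -2.68 on 0.4 MPa.

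Proliferation lists fell. The G2/M phase list had medians of -1.07, -1.89, -2.26 and -2.68 at time point 3 on plastic, 6.6 MPa, 0.7 MPa and 0.4 MPa, and of -0.70 on 2 kPa at time point 2. At time point 2, its medians were 0.02, 0.03 and 0.13 on plastic, 6.6 and 0.7 MPa, none past the camera threshold, and -0.23 on 0.4 MPa. The S phase list had medians of -0.72, -1.09, -1.15 and -1.23 at time point 3 and -0.65 on 2 kPa at time point 2. At time point 2 the S phase list fell by medians of -0.13 on 6.6 MPa and -0.29 on 0.4 MPa (camera adjusted p of 0.0321 and 3.96e-06). On plastic and 0.7 MPa it did not pass the camera threshold. At time point 1, the G2/M list was lower than on plastic by -0.47, -0.42 and -0.52 on 6.6 MPa, 0.7 MPa and 2 kPa, and by -0.10 on 0.4 MPa, where it did not pass the threshold (camera adjusted p of 0.106); differences among the PDMS substrates were not tested for lists. Relative to the change on plastic, the G2/M list fell further by time point 3, by differences of -0.86, -1.02 and -1.59 on 6.6 MPa, 0.7 MPa and 0.4 MPa.

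Among the other lists, interferon-stimulated genes had medians of 0.58, 1.22, 1.03 and 1.09 at time point 3. With members at the floor set to their bounds, the 0.7 MPa median was 0.84. The median was 0.63 on 2 kPa at time point 2. At time point 1 the list was lower than on plastic on 0.7 MPa, 0.4 MPa and 2 kPa (-0.23, -0.65 and -0.22). With bounds, the 0.4 MPa value was -0.52. At time point 3 the list was higher than on plastic on 6.6 MPa (0.355, camera adjusted p of 0.0358). It did not differ past the threshold on 0.7 MPa and 0.4 MPa (0.094 and 0.31, camera adjusted p of 0.754 and 0.327). The p53 target list rose in all 9 contrasts over time, with medians at time point 3 of 0.31, 0.42, 0.43 and 0.39. Myofibroblast markers rose by medians of 0.13, 0.46, 0.88 and 0.55 at time point 3, and on 2 kPa at time point 2 their median was -0.11, not past the camera threshold (adjusted p of 0.104), and it did not differ past the threshold from the change on plastic (0.12, camera adjusted p of 0.92). Compared with plastic at time point 1, the myofibroblast list was lower by -0.36, -0.35, -0.35 and -0.58. YAP targets were lower by -0.23, -0.25, -0.17 and -0.26 on 6.6, 0.7, 0.4 MPa and 2 kPa. Over time, YAP targets rose by 0.18, 0.24, 0.30 and 0.30 at time point 3 and by 0.26 on 2 kPa at time point 2. With library sizes alone as the scaling, the rises on plastic and 0.4 MPa no longer passed (camera adjusted p of 0.0891 and 0.0892). The SenMayo list rose by 0.44, 0.42 and 0.63 on the MPa substrates at time point 3 and by 0.21 on 2 kPa at time point 2. On plastic its median was 0.03, which did not pass with camera (adjusted p of 0.104) and passed with an estimated correlation (0.0377) and with fry (2.2e-13). The differences from plastic had medians of 0.24, 0.30 and 0.52 on 6.6 MPa, 0.7 MPa and 0.4 MPa and 0.18 on 2 kPa (camera adjusted p of 1.25e-06, 7.85e-06, 3.21e-06 and 8.05e-05).

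Cholesterol synthesis genes were higher on all 4 PDMS substrates than on plastic at time point 1, by medians of 0.26, 0.24, 0.16 and 0.26 (camera adjusted p of 8.26e-09, 3.86e-08, 5.26e-06 and 3.38e-11). Hypoxia genes had medians of 0.04, 0.11, 0.13 and 0.18 in these contrasts, past the camera threshold on 0.7 MPa, 0.4 MPa and 2 kPa. Of the 200 list tests, 146 passed with camera. Of these calls, 143 held with an estimated correlation and 146 with fry. Of the tests that did not pass with camera, 2 passed with the estimated correlation, both for the SenMayo list, and 35 with fry, which asks whether the list changed at all. The 3 that did not hold with the estimated correlation were those of the hypoxia list on plastic at time point 3 and against plastic on 0.7 and 0.4 MPa at time point 1.

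Panel genes tracked the senescence markers and AP-1 components that the study follows in its other time course. Of 24 panel genes, 23 were tested, TERT being undetected. At time point 3, 20 on plastic, 20 on 6.6 MPa, 22 on 0.7 MPa and 19 on 0.4 MPa had changed by the edgeR QL test over all genes, and 21, 20, 23 and 19 when adjusted over the list alone. On 2 kPa at time point 2, 22 had changed by either adjustment. The interaction contrasts passed for 18 panel genes on 2 kPa, 20 on 6.6 MPa, 18 on 0.7 MPa and 19 on 0.4 MPa, and for 21, 20, 19 and 19 when adjusted over the list alone.

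JUNB, a JUN family transcription factor gene on chromosome 19 (12791486 to 12793315), decreased on plastic from 107 ± 0.335 to 60.6 ± 0.625 and 48.4 ± 3.05 CPM at time points 1, 2 and 3 (SD, n = 2 each). It decreased on 2 kPa from 103 ± 3.24 to 40.5 ± 3.86 CPM (SD, n = 2). JUNB increased on 6.6 MPa from 72.4 ± 1.07 to 129 ± 3.19 and 170 ± 2.02 CPM, and on 0.7 MPa from 75.5 ± 1.66 to 94.4 ± 5.67 and 155 ± 2.40 CPM (SD, n = 2). On 0.4 MPa it was 151.5 ± 0.191, 130 ± 6.50 and 270 ± 1.83 CPM (SD, n = 2). The log2 fold changes at time point 3 were -1.15 on plastic and 1.23, 1.04 and 0.83 on 6.6 MPa, 0.7 MPa and 0.4 MPa, and -1.35 on 2 kPa at time point 2. Each passed the edgeR QL test, with adjusted p values from 2.73e-25 to 1.93e-32, and in each both later libraries lay on the same side of both earlier ones. The differences from the change on plastic were 2.38, 2.19 and 1.98 on 6.6 MPa, 0.7 MPa and 0.4 MPa and -0.53 on 2 kPa (edgeR QL adjusted p of 7.1e-39, 6.84e-37, 1.78e-35 and 3.62e-08, n = 2 libraries per group). Library sizes alone moved the JUNB values most, to 0.70 on 0.4 MPa at time point 3. JUNB overlaps HOOK2 on the opposite strand.

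FOS (chromosome 14, 75278826 to 75282230) decreased from 86.8 ± 1.89 to 16.3 ± 1.09 CPM on plastic at time point 3 and from 113 ± 3.88 to 8.51 ± 0.252 CPM on 2 kPa at time point 2 (SD, n = 2). On 0.4 MPa it rose from 161 ± 3.8 to 320 ± 2.11 CPM (SD, n = 2). FOSB decreased from 33.99 ± 3.82 to 2.05 ± 0.234 CPM on plastic and from 51.4 ± 2.74 to 2.41 ± 0.269 CPM on 2 kPa. On 6.6 MPa, 0.7 MPa and 0.4 MPa it first fell by time point 2, as on plastic, with log2 fold changes of -0.32, -0.52 and -0.30 (edgeR QL adjusted p of 0.00011, 1.38e-08 and 0.000567). By time point 3 it lay above time point 1 by 0.26, 0.34 and 0.87 on the log2 scale, and with library sizes alone as the scaling the rise on 6.6 MPa was 0.14 and did not pass (edgeR QL adjusted p of 0.0787). FOSB overlaps ERCC1 on the opposite strand.

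**Figure D5:**
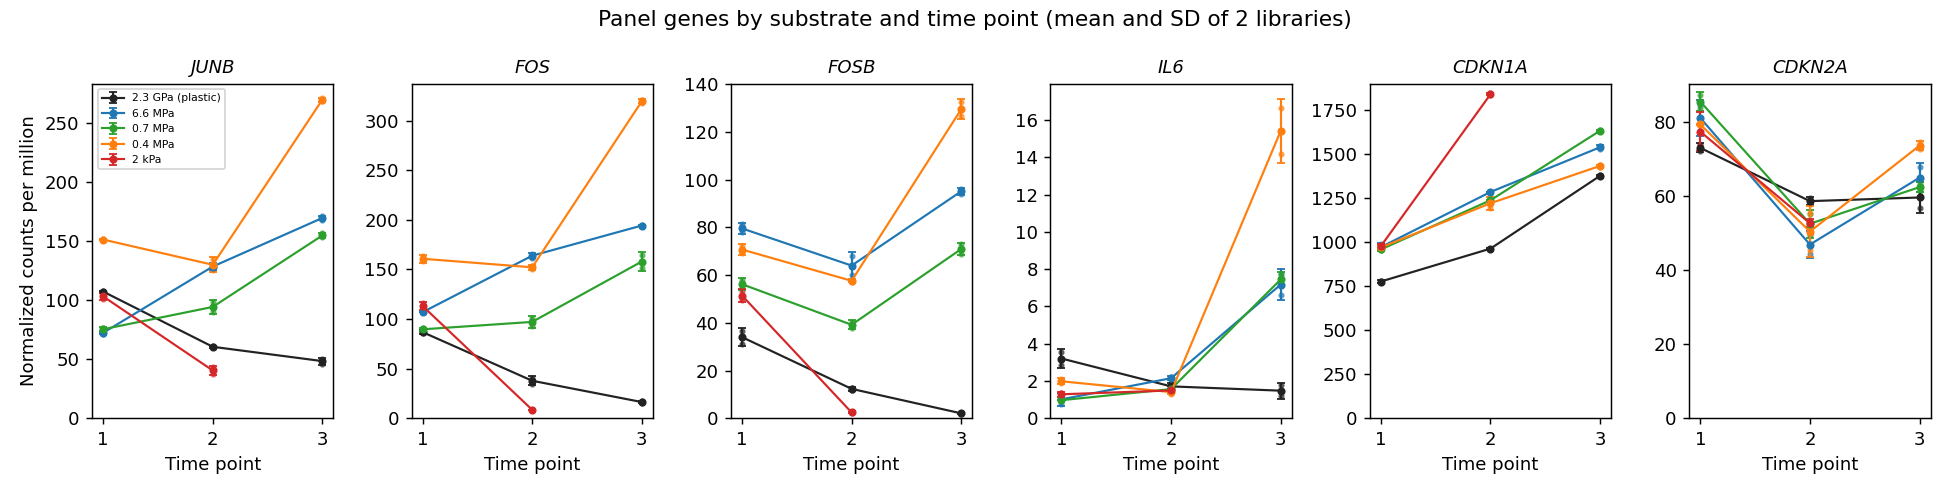
Normalized CPM (vertical axes) of JUNB, FOS, FOSB, IL6, CDKN1A and CDKN2A by time point (horizontal axes) on the 5 substrates (colors). Large points and bars give the mean and SD of 2 libraries and small points the libraries; JUNB reached 270 CPM on 0.4 MPa and 48.4 CPM on plastic at time point 3.

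CDKN1A (chromosome 6, 36676460 to 36687337, overlapped by DINOL) rose on every substrate, from 776.5 ± 7.68 to 1377 ± 4.28 CPM on plastic at time point 3 and from 977 ± 10.4 to 1840 ± 6.41 CPM on 2 kPa at time point 2 (SD, n = 2). CDKN2A (chromosome 9, 21967752 to 21995301) was lower than at time point 1 in all 9 contrasts over time, with log2 fold changes at time point 3 of -0.29, -0.32 and -0.45 on plastic, 6.6 and 0.7 MPa and -0.11 on 0.4 MPa, which did not pass (edgeR QL adjusted p of 0.192). The change on 0.4 MPa did not differ from that on plastic past the threshold (0.18, edgeR QL adjusted p of 0.142). Its counts cannot be divided between the transcripts of the locus, and CDKN2B-AS1 overlaps it on the opposite strand. CDKN2B rose by 0.75, 0.80 and 0.61 on 6.6 MPa, 0.7 MPa and 0.4 MPa, and its change of 0.16 on plastic did not pass (edgeR QL adjusted p of 0.222). The differences between them were 0.58, 0.64 and 0.45 and passed the edgeR QL test (adjusted p of 0.000485, 0.000117 and 0.00616). On 2 kPa at time point 2 its rise was 0.28 (edgeR QL adjusted p of 0.0237), and 0.24 with library sizes alone, which did not pass (adjusted p of 0.0523).

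IL6 was low on all substrates at time point 1, from 0.969 to 3.21 CPM. It decreased to 1.48 ± 0.428 CPM on plastic and rose to 7.17 ± 0.811, 7.45 ± 0.386 and 15.4 ± 1.72 CPM on 6.6 MPa, 0.7 MPa and 0.4 MPa at time point 3 (SD, n = 2). IL6 overlaps STEAP1B and IL6-AS1 on the opposite strand. MMP3 (chromosome 11, 102835801 to 102843609, overlapped by WTAPP1) rose from 4.33 ± 0.513 to 52.1 ± 0.668 CPM on 2 kPa by time point 2, when it was at 2.72 ± 0.760 CPM on plastic (SD, n = 2). The change on 2 kPa exceeded that on plastic by 1.79 on the log2 scale (edgeR QL adjusted p of 7.7e-05). On the MPa substrates the change by time point 3 was below that on plastic, by -2.40 on 6.6 MPa (edgeR QL adjusted p of 7.76e-08). The differences of -0.85 and -0.68 on 0.7 MPa and 0.4 MPa did not pass. MMP3 had started above plastic on these 3 substrates, by 2.52, 1.63 and 1.52 at time point 1. At time point 3 its level did not differ from plastic on 6.6 MPa (0.11, edgeR QL adjusted p of 0.793). It was higher than on plastic on 0.7 MPa and 0.4 MPa (0.78 and 0.84, edgeR QL adjusted p of 0.00229 and 0.00073). IL1A had group means from 0.0487 to 1.11 CPM and was at the floor on 0.7 MPa at time point 1. It rose on 2 kPa by time point 2, by 2.84 on the log2 scale from 0 and 9 counts to 37 and 25 (edgeR QL adjusted p of 0.00676), a change that did not differ past the threshold from that on plastic (0.78, adjusted p of 0.753). On 0.4 MPa at time point 3 it rose by 2.62 (edgeR QL adjusted p of 0.012). Its rise from the floor on 0.7 MPa also passed (adjusted p of 0.0184). The changes of 1.92 on plastic and 1.86 on 6.6 MPa did not pass (adjusted p of 0.0884 and 0.127). In the summed cultures IL1A was higher on 4 of 4 substrates (edgeR QL adjusted p of 0.00347). COL1A1 rose by 0.50, 1.63, 1.58 and 1.56 on plastic, 6.6 MPa, 0.7 MPa and 0.4 MPa at time point 3 and fell by 0.66 on 2 kPa at time point 2. MKI67 had log2 fold changes of -1.08, -2.75, -3.17 and -4.35 at time point 3 and -1.33 on 2 kPa at time point 2.

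The summed cultures asked which changes from time point 1 to 3 held across the 4 substrates taken as replicates. In this fit, 5669 of 17002 genes had changed (2965 higher, 2704 lower; edgeR QL test, Benjamini-Hochberg adjusted), and 92.4% of them moved in the same direction on 4 of 4 substrates. Leaving out a substrate moved the count most, to 2224 without 0.7 MPa. C3, ARRDC4 and ADAMTS19 rose most, with log2 fold changes of 6.26, 4.44 and 4.11, and VGF, CLDN4 and NRGN fell most, by -3.12, -2.95 and -2.77. CDKN1A rose by 0.71 on 4 of 4 substrates (edgeR QL adjusted p of 0.000824) and CDKN2A fell by 0.28 on 4 of 4 (adjusted p of 0.0165). JUNB rose by 0.67 on 3 of 4 substrates and did not pass (edgeR QL adjusted p of 0.261), nor did FOS (0.64 on 3 of 4, adjusted p of 0.468) or FOSB (0.31 on 3 of 4, adjusted p of 0.788).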

Values the study reported

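By the study's account, growth of the wild-type cells lasted more than 10 weeks on 2.3 GPa plastic and 3–4 weeks on 2 kPa. Cells on the 6.6, 0.7 and 0.4 MPa substrates were described as reaching a population doubling level in between. The cells of this experiment entered culture at PDL29. Differentially expressed genes were defined in the study by an adjusted P below 0.05.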

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

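The tests of GC content, of scaling and of a single plastic lineage for the opposite changes, and those of differences on the MPa substrates at time point 2, were chosen after the results had been seen. The test of scaling for single cultures was not.

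Among the 23 panel genes tested, 9 genes changed over time past the threshold in 1 direction on plastic and in the other direction on a PDMS substrate, in 21 combinations of gene and substrate, with an interaction contrast past the edgeR QL threshold in each. This count covers 2 kPa at time point 2 and the MPa substrates at time point 3. On 2 kPa at time point 2, TGFBI and ACTA2 rose where they fell on plastic, with differences of 1.2 and 0.56 on the log2 scale. At time point 3 on 6.6 MPa, the differences were 0.59 for JUN, 2.38 for JUNB, 3.28 for FOS, 4.31 for FOSB, 0.72 for FOSL2, 3.93 for IL6 and 1.2 for CCN2. On 0.7 MPa they were 0.46 for JUN, 2.19 for JUNB, 3.23 for FOS, 4.39 for FOSB, 4.05 for IL6 and 0.92 for CCN2. On 0.4 MPa they were 0.82 for JUN, 1.98 for JUNB, 3.40 for FOS, 4.93 for FOSB, 1.02 for FOSL2 and 4.06 for IL6. On the MPa substrates at time point 2, which the count leaves out, 8 genes went the opposite way to plastic in 14 combinations, with a difference past the edgeR QL threshold in each. TGFBI (differences of 1.85, 1.47 and 1.41 on 6.6 MPa, 0.7 MPa and 0.4 MPa) and ACTA2 (0.56, 0.59 and 0.68) did so on all 3. MMP3, not among the 9 genes, fell on 6.6 MPa from a higher level at time point 1 and rose on plastic (-2.63). JUN (6.6 MPa and 0.4 MPa), JUNB (6.6 MPa and 0.7 MPa) and FOS, IL6 and CCN2 (6.6 MPa) made up the others. FOSB fell on all 3 MPa substrates at time point 2, as on plastic. With library sizes alone the rise of FOSB on 6.6 MPa itself did not pass, though its difference from plastic did. ACTA2 overlaps STAMBPL1 and FAS, and FOSL2 and CCN2 overlap noncoding genes.

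A trend with GC content and gene length, removed from the counts, left 21 of the 21 differences past the threshold with the same sign, which argues against it as the whole cause. Library size or normalization is argued against in the same way, since 21 were kept under each of 2 other scalings. These 21 differences are not independent, because all of them use the plastic libraries. JUN, JUNB, FOS, FOSB and IL6, 5 genes, went the opposite way on all 3 MPa substrates by time point 3. An event in the cultures on 2.3 GPa could also produce this, if these were of 1 lineage. On 2 kPa, which is also PDMS, JUN, JUNB, FOS and FOSB fell by time point 2 as on plastic and by more. Their log2 fold changes were -0.53, -1.35, -3.73 and -4.41 and their differences from plastic -0.42, -0.53, -2.53 and -2.95, all past the edgeR QL threshold. IL6 did not change past it (0.21), though its difference from plastic was 1.12 (edgeR QL adjusted p of 0.0283). For JUN, JUNB, FOS and FOSB the falls go against an effect common to all PDMS as the whole cause. An event on plastic alone would leave these falls on 2 kPa unexplained. The 2 kPa substrate was of another make and has no time point 3. The labels identify no separate lineages within a substrate. An event on plastic and an effect of stiffness therefore cannot be told apart for the differences between plastic and the MPa substrates. At time point 1, TGFBI was lower than on plastic by -1.58, -1.23, -0.88 and -0.69 on 6.6, 0.7, 0.4 MPa and 2 kPa. ACTA2 was lower there by -0.30, -0.44, -0.41 and -0.78. By time point 3 both genes had risen on plastic too (0.83 and 0.33, edgeR QL adjusted p of 1.25e-45 and 2.98e-06). Their opposite direction was thus limited to time point 2, when it was seen on all 4 PDMS substrates. For them an effect common to PDMS remains open as well. The same holds for IL6 and CCN2, whose differences from plastic on 2 kPa had the sign of those on the MPa substrates at time point 3. For CCN2 the difference on 2 kPa was 0.53 (edgeR QL adjusted p of 5.79e-18), though CCN2 itself fell there (-0.14). Handling at harvest was not recorded in the labels and was not tested.

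Single cultures lay far from the 3 others at the same time point in 9 of 58 combinations of gene and time point, where chance gives 2.9, by Dixon's ratio of gap to range at its 95% critical value. The genes are not independent of each other, so the excess has no p value. On plastic these were, at time point 1, VGF (0.893), CLDN4 (0.848), CDKN1A (0.927) and COL1A1 (0.884) and, at time point 3, ADAMTS19 (0.873), FOSB (0.854), COL1A1 (0.861) and LMNB1 (0.865). The 9th was VGF on 0.4 MPa at time point 3 (0.861). In all, 8 of the 9 were plastic cultures. Library size or normalization is argued against, since all 9 were kept under both other scalings. Plastic differs from the others in stiffness, in material and in lineage, and which of these may underlie the 8 was not tested.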

How the results depend on the processing

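The alternatives were chosen before the results were seen. Counts of changed genes stayed within 1.5 times their value with DESeq2 size factors, library size alone, no filter, the DESeq2 Wald test, the replicate number as a block, and (for changes over time) the 4 compared libraries alone. Their balance did not: with library sizes alone at time point 3, 2003 genes were higher and 3213 lower on plastic, 2719 and 4898 on 6.6 MPa, 2807 and 4958 on 0.7 MPa and 2854 and 5394 on 0.4 MPa, so that 34.6% to 38.4% were higher in place of 50.5% to 54.1%. Against plastic at time point 3, 30.4% to 33.8% were higher on the MPa substrates in place of 49.8% to 50.7%. The test against a 1.5-fold change asks for larger changes and passed fewer genes: at time point 2, 88 on plastic, 284, 134 and 127 on 6.6 MPa, 0.7 MPa and 0.4 MPa and 895 on 2 kPa, and at time point 3, 661 on plastic and 1422, 1570 and 2097 on the MPa substrates. The share of higher genes on plastic went from 58.2% to 22.7% at time point 2 and from 54.1% to 34.6% at time point 3. On 6.6 MPa, 0.7 MPa and 0.4 MPa it went the other way, from 56.4% to 69.7%, 59.4% to 76.1% and 51.2% to 75.6% at time point 2 and from 51.9% to 58.4%, 50.7% to 56.8% and 50.5% to 54% at time point 3, and on 2 kPa from 49.8% to 42.2%. Differences from the change on plastic passed for 390 genes on 2 kPa and 565, 577 and 1165 on the MPa substrates, and the share that was higher went from 45.1% to 44.1% and from 50.6%, 47.7% and 47.8% to 72.6%, 67.1% and 58.8%. With library sizes alone it was 36.2%, 41.1%, 39.6% and 38.4%.

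The plastic program limited to 2-fold changes moved the same way for 77.8% of genes on 0.4 MPa and 80.5% on 2 kPa, the 0.4 MPa program for 75.3% on plastic and the 2 kPa program for 74.6%. With library sizes alone, shares were 75.9% (plastic program on 0.4 MPa), 72.3% (0.4 MPa program) and 69.1% (2 kPa program). That scaling moved the median of all genes to -0.125, -0.106 and -0.125 on 6.6 MPa, 0.7 MPa and 0.4 MPa at time point 3. Leaving out the phase lists left the shares within their intervals, and the first principal component then held 46.9% of the variance. It held 25.7% with all genes. The cause was not tested.

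For the EMT list, fry passed the median of 0.0593 on plastic at time point 2, which camera did not. Against time point 1 on plastic, medians at time point 2 were -0.00224 on 6.6 MPa, where the direction reversed, and 0.0397, 0.0163 and 0.0988 on 0.7 MPa, 0.4 MPa and 2 kPa, not past the threshold. The list was lower on PDMS than on plastic at time point 1, which this baseline includes.

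Leaving out a replicate leaves 1 library per group, so counts could not be fitted and the ranges show no stability. Shares of the plastic program ranged from 80.1% to 80.6% on 6.6 MPa, 81.2% to 81.6% on 0.7 MPa and 75.2% to 76% on 2 kPa, those of the 0.4 MPa program from 69.3% to 69.6% and of the 2 kPa program from 67.9% to 68.6%. EMT medians ranged from 0.0385 to 0.0633 (plastic, time point 2), where replicate 1 alone gave the lower value, 0.201 to 0.204 (6.6 MPa, time point 2), 0.276 to 0.283 (plastic, time point 3), 0.771 to 0.828 (6.6 MPa) and 0.803 to 0.856 (0.4 MPa). For summed cultures, leaving out a substrate gave 2336 genes without 6.6 MPa, 2224 without 0.7 MPa, 2971 without 0.4 MPa and 7600 without plastic. Fewer cultures were compared in each.

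Among single genes and other lists, 8 results no longer passed with library size alone, 3 with the estimated correlation, 2 with the DESeq2 Wald test, 1 with DESeq2 size factors and 1 with the replicate block (CCN1 on 0.7 MPa at time point 3, -0.0627). The cause was not tested. The depth limits IL1A and ANKRD1, which were at the floor in some groups.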

Other observations

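The tests of the cholesterol and hypoxia lists at later time points, of cycling cells by both phase lists, of the spread within library pairs, and of the immediate early list for falls and rises apart were chosen after the results had been seen. The other tests here were not, though the immediate early list was compiled after the JUN and FOS values had been seen.

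PDMS can absorb sterols and other lipophilic molecules from the medium, which is a candidate explanation for differences from plastic. The cholesterol synthesis list was higher on all 4 PDMS substrates at time point 1, with a lowest median log2 fold change of 0.16 (0.159), as uptake would give. At time points 2 and 3 this was not so: the highest median over 7 contrasts was -0.0037, with the list higher past the camera threshold in 0 and lower in 5. By time point 2 the list had itself risen on plastic (0.33, camera adjusted p of 1.2e-19). On the MPa substrates it had not changed past the threshold since time point 1 (0.036, 0.031 and 0.0078, from stiffest to softest). The contrasts of these substrates at time point 2 therefore cannot decide, because their control moved. On 2 kPa the list fell by then (-0.23), and by time point 3 it had fallen on plastic too (-0.13). Uptake of sterols may thus contribute at time point 1. It is argued against as the cause of the differences on 2 kPa at time point 2 and on the MPa substrates at time point 3. Gas-permeable PDMS could also supply more oxygen and lower the hypoxia list. Its lowest median at time point 1 was 0.0398, and the list was higher past the camera threshold on 3 of the 4 substrates (on 2 kPa alone with an estimated correlation), which argues against more oxygen as the cause at time point 1. At time points 2 and 3 the list was lower in 5 of 7 contrasts, 0 of them past the camera threshold, with a lowest median of -0.07 (-0.0696), and higher past it in 1, on 2 kPa (0.10). On 6.6 MPa its change by time point 3 was lower than on plastic (-0.13, camera adjusted p of 0.0159, 0.0694 with an estimated correlation). More oxygen on the MPa substrates at the later time points remains open. Stiffness itself remains open.

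Fewer cycling cells could account for genes changed over time. Neither the S nor the G2/M list had fallen at time point 2 by camera, the estimated correlation or fry on plastic, where 2155 genes had changed, and on 0.7 MPa, where 2643 had. A loss of cycling cells is thus not the whole cause there. For the other 7 contrasts, in which a phase list fell, it may contribute. A difference in depth is argued against by a ratio of mean total counts of 0.983 between time points 3 and 1 on 0.4 MPa, the contrast with the most changed genes. Ratios over the 9 contrasts ranged from 0.875 to 1.25. Removing the trend with GC content and gene length left at least 0.971 of the number of changed genes. Of the 35 splits of the 8 summed cultures, 1, the real one, gave as many genes as time did. The largest count among the other splits was 0.

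JUNB fell on plastic and 2 kPa and by time point 3 had risen on the MPa substrates. An immediate early response shared by other genes was a candidate explanation, and it was met in 3 of 5 contrasts. The list of 15 genes fell where JUNB fell, by medians of -0.50 on plastic (14 of 15 genes with the sign of JUNB) and -0.36 (-0.356) on 2 kPa (12 of 15). On 6.6 MPa it rose by 0.30 (camera adjusted p of 0.0384, 9 of 15; 0.137 with an estimated correlation). On 0.7 MPa its rise of 0.28 did not pass (camera adjusted p of 0.059), and on 0.4 MPa, where JUNB was highest, its median was -0.034 over genes that went both ways. By time point 2 the list had moved with JUNB on plastic (-0.47, 15 of 15), on 6.6 MPa, where it rose by 0.59 (camera adjusted p of 9.54e-06, 0.00427 with an estimated correlation, 11 of 15), and on 0.4 MPa, where it fell by 0.46 (3.42e-08, 12 of 15), and not past the threshold on 0.7 MPa (0.0072). The falls, and the rise on 6.6 MPa, may thus belong to a wider immediate early response. For the rises at time point 3 on 0.7 MPa and 0.4 MPa the list decides nothing. The difference of JUNB between 0.4 MPa and plastic was 1.96 with the GC and length trend removed and 1.92 with library sizes alone, against 1.98, so neither is the whole cause. In its other time course, the study describes JUNB as level on plastic until senescence, when it rose, and as rising steadily on soft substrates. Here JUNB fell on plastic and also on 2 kPa, the soft substrate (-1.35 by time point 2). The study also describes JUNB as upregulated over time on the MPa substrates, where it had risen by time point 3 here. The cultures of the time courses were not compared.

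Within pairs, libraries differed by several times counting noise. If pairs varied as the substrate cultures do, the chi-square per degree of freedom at a mean count of 3000 would be 88.7. The median was 4.51 and the highest pair 7.42, which argues against separate cultures with that much spread, though the spread between substrates includes effects of the substrate. If each independent molecule had been counted about the same number of times over, the value would be the same at all counts. It rose from low to high counts in each of the 14 pairs, by 1.32 to 2.56 times and by at least 4.54 standard errors over genes, which argues against repeated counting as the whole cause. The medians over pairs changed little below mean counts of 3000 (3.04, 3.12, 3.33, 3.38 and 3.44 from the lowest bin up) and rose mainly above (4.51). Below 3000, most of the spread therefore remains open to repeated counting. Separate cultures that vary less could also be present. Deviations of libraries with the same replicate number correlated across genes by -0.0364 to 0.041 over 91 pairs of groups, and 0 genes differed between replicate numbers (741 at an unadjusted p under 0.05).

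The study describes CDKN2A as activated over time in its other time course, whereas CDKN2A was lower at the later time points here in 9 of 9 contrasts, 8 of them past the edgeR QL threshold. No explanation was tested.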
